A study of Mus musculus with 15 samples. Its data were reported in "A molecular roadmap of the AGM region reveals BMPER as a novel regulator of HSC maturation" (2017).

How the data were processed

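RNA was measured by sequencing in 15 libraries of mouse embryo tissue in 5 groups of 3. Per the paper's methods, the authors pooled tissue dissected from many embryos for each library, in separate experiments, extracted RNA on columns with DNase I treatment, made TruSeq libraries and sequenced them as 50-base single-end reads. The authors aligned the reads to NCBI37/mm9 with TopHat and Bowtie and counted reads over Ensembl mouse genes with GeneProf. GeneProf divided a read that matched several genes among them in proportion to their uniquely matching reads. The deposited table gives each gene of each library in RPM (reads-per-million of the reads assigned to genes), which the authors rounded to 3 significant digits and did not adjust for gene length or between libraries. Within rounding, every deposited RPM column had the same sum, that of the scale. For 6 comparisons of groups the deposited table also gives the authors' log2 fold change from DESeq. Beside each of these the deposited table gives the authors' adjusted p-value. These 12 comparison columns were used only to compare calls and log2 fold changes.

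Depth was worked out from the values, because the table holds no counts. Low RPM values of a library are mostly multiples of 1 step, the RPM of a single read, and the size of that step gave depths between 33.75 and 48.63 megareads (M) assigned to genes per library. Whole reads could not be recovered, because only 58.7% to 63.7% of the low values were whole multiples, the rest carrying divided reads. A level of 3 reads, the upper limit that a count of 0 allows, corresponded to between 0.0617 and 0.0889 RPM. Such limits cover counting error only, since reads from PCR-amplified libraries are not independent molecules. A fold change against a group at or below 3 reads in every library, within the rounding of the values, was computed against that level and is given as a lower bound. Where such libraries hold a few reads and not 0, the level is a convention and not a confidence limit, and no bound is given for Gdf3, whose reads lie close to it. The 10 most abundant genes took between 3.73% and 5.58% of a library. Pairs of libraries of a group had a Pearson correlation across genes between 0.993 and 0.997, and no pair differed by as little as counting error alone would give.

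The table lists 28876 Ensembl genes. Genes with at least 0.5 RPM in at least 1 sample were tested, which left 18553. Positions come from a GENCODE annotation of NCBIM37, the build the authors aligned to, in which 95.3% of all IDs and 97.4% of the tested IDs were found. Genes are named as in the deposited table, where 1427 names occur more than once, and were tracked by ID.

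Expression was fitted on log2(RPM + 0.1) with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 15 samples and empirical Bayes moderation with an intensity trend. The pseudocount of 0.1 RPM is worth between 3.37 and 4.86 reads. A gene was called when its Benjamini-Hochberg adjusted p over the tested genes was below 0.05 and its log2 fold change was at least 1 in size, which is a fold change of 2. The interaction between stage and position is the change from E9.5 to E10.5 in the ventral aorta minus that in the dorsal aorta, with the same thresholds. Genes higher in a group than in both of 2 others were counted from the calls. Their count and the correlation of both comparisons were set beside 100 simulations of unchanged groups that shared the same libraries. Genes whose RPM ranges do not overlap between 2 groups of 3 were also counted, for which chance gives 10%.

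Principal components were calculated on RPM of the tested genes, each centred and scaled to unit variance. Scores of each of the first 5 components were compared between stages over 15 samples and between positions over the 12 aorta samples by exact two-sided permutation tests, adjusted over these 10 tests. Gene clusters came from consensus hierarchical clustering of the 3000 genes with the highest coefficient of variation, with 50 subsamples of 80% of the genes, average linkage on 1 minus the Pearson correlation of median-centred RPM, and 5 clusters.

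Lists of genes were written by hand from general knowledge, because the pathway collection the study used was not at hand. The 11 lists tested hold BMP ligands, BMP antagonists and modulators, BMP-SMAD target genes, TGF-beta and activin ligands, NF-kB target genes, interferon response genes, JAK-STAT feedback genes and receptors, Hedgehog target genes, Notch target genes, immediate early genes and heat shock genes. They were tested with limma's mroast, with 9999 rotations, the mean set statistic and a false discovery rate (FDR) over the lists within a comparison. Lists of markers for germ cells, erythroid cells, macrophages, endothelium, hematopoietic cells, smooth muscle, somite, neural tube, notochord, neural crest, gut endoderm and liver, and urogenital ridge, and the protocadherin beta genes, posterior Hox genes, anterior Hox genes, genes of the let-7 pathway and stage timing, Y-linked genes and Xist, are given as medians without a test. Many of these genes are also expressed in the aorta region.

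Genes are named in the text by a rule. Named are 12 study genes, the secreted candidates that the study selected and Bmp4 and Nog of the BMP pathway it discusses, and in each of the 6 comparisons the 3 genes with the largest change in each direction among called genes without overlapping RPM ranges and with a mean of at least 1 RPM in the higher group. Named as well are the 3 largest in each direction in the interaction with a mean of at least 1 RPM in at least 1 of its 4 groups, and members of a list where the list is described. The groups, tests, thresholds, gene lists, this rule and the alternatives were fixed before the data were examined, except where a test or alternative is said to have been chosen later.

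The method was tested on simulated data with 200 changed genes among 17888. The changed genes had a mean of at least 1 RPM and changes above the fold threshold. Genes varied independently, with the same spread setting for all. The results below therefore do not cover lower genes, changes near the threshold, correlated genes or uneven libraries. It called 99.5% of the changed genes and 0 unchanged ones in a comparison of 2 groups, and 99.5% and 2 in the interaction. The list test found 100 of 100 lists of 20 shifted genes and 4 of 100 unshifted lists, at an unadjusted p under 0.05.

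The labels number the replicates 1 to 3 and do not say whether equal numbers share embryos. Same-numbered libraries were checked for a shared deviation from their group means, across genes. The correlation was 0.452, 0.347 and 0.19 between E9 AoD and E9 AoV for numbers 1 to 3, and 0.0416, 0.205 and 0.172 between E10 AoD and E10 AoV. Between stages, where no embryos can be shared, same-numbered libraries had correlations from -0.138 to 0.216. Numbers 1 and 2 at E9.5 exceeded this, as did E10 AoD and E10 UGR for numbers 2 and 3 (0.339 and 0.221). The numbers may therefore pair the libraries at E9.5, which is less clear at E10.5, and the source is not known. The fit ignores any pairing, and fits with the number as a block are among the alternatives.

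The alternatives tried were pseudocounts of 0.5 and 1 RPM, no filter, a filter of at least 1 RPM in at least 3 samples, median-of-ratios scaling, quantile normalization, the groups of a comparison alone, the replicate number as a block, robust moderation, no fold threshold, limma's treat against a log2 fold change of 1, and leaving out each library in turn. For lists, fry and camera with a correlation of 0.01 were tried, and for components and clusters other scales, genes, samples, linkages and numbers of clusters. Added after seeing the data were voom weights on estimated reads, a block nested within stage, removal of a GC content or gene length trend from each library with and without that block, scaling without erythroid genes, lists without the study genes, and some of the settings for the count of study genes called. For the interaction the alternatives were run on each of the 34 named genes with a called difference. No library was left out of the main fits. The stromal cell line the study also sequenced is not analysed here. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 drew the figures, and the package data.table (version 1.17.8) read the values.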

Results

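The series holds RNA sequencing of the aorta-gonad-mesonephros (AGM) region of mouse embryos, where the first hematopoietic stem cells arise. Tissue was taken at embryonic days E9.5 and E10.5 and divided into the dorsal part of the dorsal aorta with its surroundings (AoD) and the ventral part (AoV). At E10.5 the urogenital ridges (UGR), which lie beside the aorta and hold the mesonephros and the later gonad, were collected as well. The 5 groups, E9 AoD, E9 AoV, E10 AoD, E10 AoV and E10 UGR, have 3 libraries each, 15 in all, each from pooled dissected tissue. Values are RPM (reads-per-million of the reads assigned to genes), as calculated by the authors, and groups are given as mean ± SD with n = 3. Depth, inferred from the steps between low values and given in megareads (M), was 40.7, 37.2 and 46.8 M reads in E9 AoD, 43.9, 43.1 and 42.1 M in E9 AoV, and 39.0, 39.8 and 42.2 M in E10 AoD. It was 38.5, 39.1 and 43.0 M in E10 AoV and 33.7, 48.6 and 35.5 M in E10 UGR. Between 16390 and 16984 genes reached 0.5 RPM in a library, and between 4049 and 4935 genes were at 0. Over the groups 18553 genes were tested. Their log2 fold changes had a median standard error (SE) of 0.0949, and of 0.134 in the interaction.

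Principal components were used to ask whether stage or dorsal-ventral position separates the libraries. The first component held 36.7% of the variance of the scaled genes, the second 17.5%, the third 13.2%, the fourth 8.54% and the fifth 7.81%. Scores on the first component were at most -14.2 in all 6 libraries of E9.5 and at least 23.9 in all 9 of E10.5. The difference between stages had an exact two-sided permutation p = 2e-04 (adjusted p = 0.002), the smallest that 15 libraries can give. Group means on this component were -137.9 ± 18.4 in E9 AoD, -29.9 ± 14.1 in E9 AoV, 33.4 ± 13.1 in E10 AoD, 90.5 ± 10.8 in E10 AoV and 43.8 ± 7.46 in E10 UGR. On the second component AoD and AoV differed with an exact permutation p = 0.00216 (adjusted p = 0.0108), the smallest that the 12 aorta libraries can give, with means of 13.8 ± 6.59 and 98.1 ± 3.61 in E9 AoD and E10 AoD against -61.8 ± 12.9 and -18.2 ± 3.08 in E9 AoV and E10 AoV. The third component, on which E10 UGR (79.4 ± 4.61) and E9 AoV (-62.3 ± 7.51) lay farthest apart, gave an exact permutation p = 0.0325 for position, which did not pass the correction (adjusted p = 0.108). Among the alternatives, leaving genes unfiltered moved the first share most, to 27.7%, and both exact p-values stayed at 0.0108 or below in every alternative, including the fits that each left out 1 library.

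**Figure D1:**
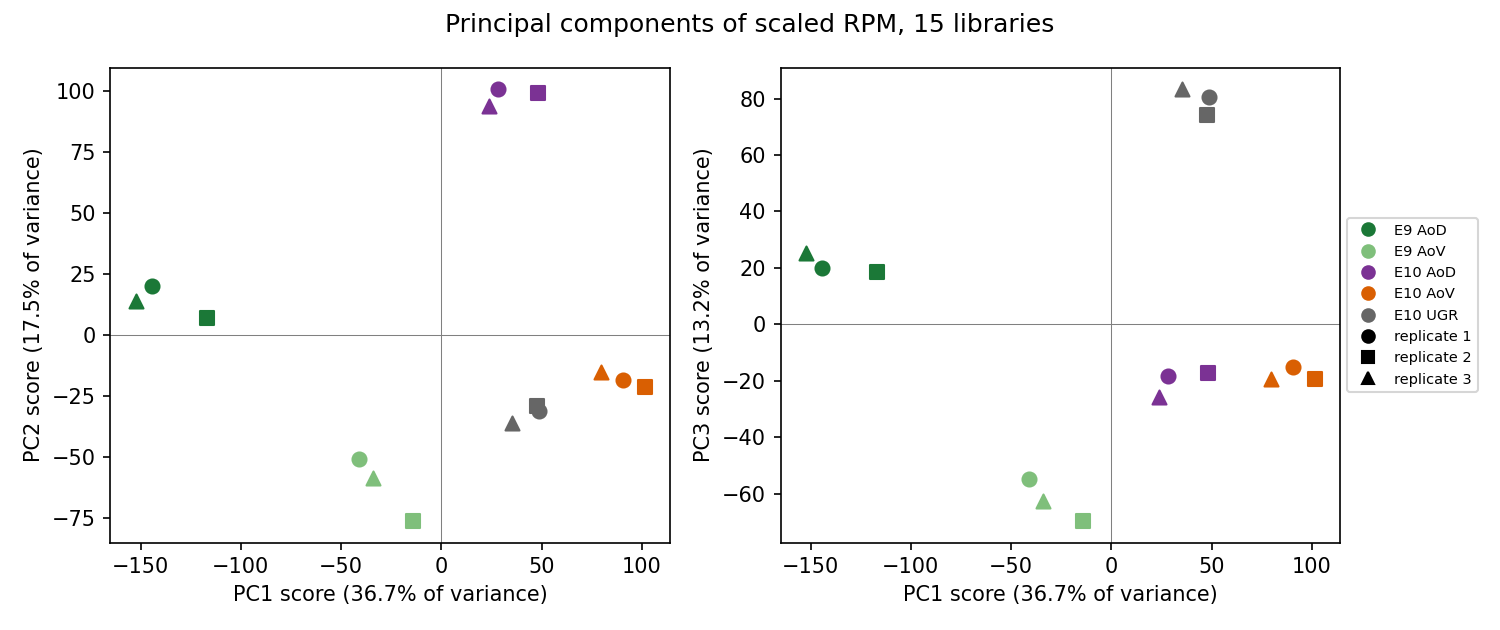
Scores of the 15 libraries on the first 3 principal components of scaled RPM, coloured by group, with the share of variance on each axis (36.7%, 17.5% and 13.2%). The E9.5 libraries lie at the low end of the first component, all below the E10.5 libraries.

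The comparison of E10 AoV with E9 AoV asks what changes in the ventral tissue between the stage at which its capacity to support stem cell development is low and the stage at which it is high. In this comparison 2046 genes were called, 1120 higher and 926 lower in E10 AoV, which is 11% of the tested genes. Of these, 2039 had RPM ranges that did not overlap between the groups. Among all tested genes 55% had ranges without overlap, against 10% by chance. Without the fold threshold 8537 genes passed, the alternative that moved the count most, and with a pseudocount of 1 RPM 1104 genes were called. The largest increases under the naming rule were Nr5a1, Agtr2 and Clca1. Nr5a1 (ENSMUSG00000026751, chromosome 2, 38548176 to 38570062, minus strand of NCBIM37, protein-coding) rose from 0.581 ± 0.082 to 65.8 ± 3.42 RPM, a log2 fold change of 6.60 (SE 0.283, adjusted p = 3.89e-10). Agtr2 changed by 5.53 (adjusted p = 2.01e-10) and Clca1, which shares 24% of its 50-base windows with another gene, by 5.47 (adjusted p = 2.86e-09). The largest decreases were in Afp, Itih2 and Fgb. Afp (ENSMUSG00000054932, chromosome 5, 90919740 to 90937933, plus strand, protein-coding) stood at 415 ± 82.1 RPM in E9 AoV and 0.755 ± 0.256 RPM in E10 AoV, a log2 fold change of -8.95 (SE 0.796, adjusted p = 4.14e-07). Itih2 changed by -7.89 (adjusted p = 9.25e-10) and Fgb by -7.22 (adjusted p = 3.24e-07). In each of these 6 genes all 3 libraries of one group lay above all 3 of the other, as the naming rule requires.

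The comparison of E10 AoV with E10 AoD asks what is polarized along the dorsal-ventral axis at the stage of high support. It called 1874 genes, 1078 higher and 796 lower in E10 AoV (10.1% of those tested), of which 1871 had ranges without overlap. Under quantile normalization the split was 935 and 872. Among all tested genes the share without overlap was 49.5%, where chance gives 10%. Nr1h5 (log2 fold change 6.77, SE 0.542, adjusted p = 1.45e-07), Gata4 and Pou5f1 were higher by the largest amounts. Gata4 (ENSMUSG00000021944, chromosome 14, 63817759 to 63890529, minus strand, protein-coding) was at 233 ± 16.2 RPM in E10 AoV and 5.21 ± 1.13 RPM in E10 AoD, a log2 fold change of 5.48 (SE 0.347, adjusted p = 1.34e-08). Pou5f1 (ENSMUSG00000024406, chromosome 17, 35642982 to 35647721, plus strand, protein-coding), which is on the germ cell marker list, was at 14.7 ± 0.902 and 0.284 ± 0.19 RPM (log2 fold change 5.42, SE 0.38, adjusted p = 3.73e-08). Shh (ENSMUSG00000002633, chromosome 5, 28783355 to 28793641, minus strand, protein-coding) was the gene with the largest difference in the dorsal direction, at 1.70 ± 0.241 RPM in E10 AoV and 117 ± 6.08 RPM in E10 AoD (log2 fold change -6.03, SE 0.143, adjusted p = 1.12e-12). Pax1 (-5.93, adjusted p = 1.83e-10) and Zic1 (-5.70, adjusted p = 9.93e-09) followed. By the naming rule, all 3 libraries of the higher group lay above all 3 of the lower in each of these 6 genes.

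The overlap of both comparisons asks which genes are raised in E10 AoV in time and in space. It held 420 genes higher in E10 AoV than in both E9 AoV and E10 AoD, and 173 lower than in both. Across the tested genes, which are not independent replicates, the log2 fold changes of both comparisons correlated with 0.21. Sharing E10 AoV gave 0.501 in 100 simulations of unchanged groups, but these hold noise alone and are no reference for real changes. The same simulations gave at most 0 genes higher in both and 0 lower in both. At an unadjusted p under 0.05 with the fold threshold they gave at most 2 higher in both. Of the 420 genes, 161 were also called higher in E10 AoV than in E10 UGR. With no fold threshold 1783 genes were higher in both, and with a pseudocount of 1 RPM 218.

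A list of 12 genes holds the secreted candidates that the study selected, together with Bmp4 and Nog, genes of the BMP pathway it discusses. The candidates were selected from these same libraries, so that their values here are not independent evidence. All 12 had a positive log2 fold change in both comparisons. At an adjusted p under 0.05, 12 passed against E9 AoV and 11 against E10 AoD, and adjusted over the list alone the counts were 12 and 11. With the fold threshold 10 were called against E9 AoV and 10 against E10 AoD, and 8 in both, namely Bmper, Inhbb, Ibsp, Gdf3, Nell1, Cxcl10, Chrdl2 and Nog. With a pseudocount of 1 RPM 6 were called in each, and likewise 6 with treat against a log2 fold change of 1, under which Bmper, Chrdl2, Cxcl10 and Nog were not called against E10 AoD. In E10 AoV all 3 libraries were above all 3 of E9 AoV for all 12 genes, and above all 3 of E10 AoD for all but Ccl4.

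Bmper encodes BMPER, an extracellular protein that binds bone morphogenetic proteins (BMPs) and changes their signalling. The gene (ENSMUSG00000031963, protein-coding) lies on the plus strand of chromosome 9 from 23027520 to 23289646. It was measured at 11.2 ± 3.89 RPM in E9 AoD, 7.55 ± 0.639 in E9 AoV, 42.7 ± 2.14 in E10 AoD, 91.4 ± 1.86 in E10 AoV and 35.3 ± 4.46 in E10 UGR. Its log2 fold change was 3.58 from E9 AoV to E10 AoV (SE 0.182, adjusted p = 2e-09) and 1.98 from E9 AoD to E10 AoD (adjusted p = 3.68e-07). E10 AoV exceeded E10 AoD by 1.10 (adjusted p = 0.00022) and E10 UGR by 1.38 (adjusted p = 3.76e-05), with all 3 libraries of E10 AoV above all 3 of each other group. Against a threshold of 1 rather than 0, the difference from E10 AoD did not pass (adjusted p = 1, from 7.08e-07 to 1 over its alternatives). At E9.5 the ventral value was the lower one, with a log2 fold change of -0.50 (adjusted p = 0.0334). The ranges overlapped there, from 6.86 to 8.12 RPM in E9 AoV and from 7.14 to 14.9 RPM in E9 AoD. E10 AoD and E10 UGR differed by 0.28 (adjusted p = 0.256). Within groups, Bmper varied together with a score of tissue markers more closely than 95% of the tested genes did (r 0.892, against 0.789 at the 95th percentile). This rests on the E9 AoD libraries, without which r was 0.258. By mean RPM, Bmper ranked at percentile 85.2 of the tested genes in E10 AoV and 38.8 in E9 AoV.

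Inhbb had the largest fitted increase with stage among the 12, a log2 fold change of 4.95 (SE 0.301, adjusted p = 9.45e-09), from 0.225 ± 0.0572 RPM in E9 AoV to 9.90 ± 1.47 RPM in E10 AoV. Its level in E9 AoV is low, so the size of this increase and its rank depend on the pseudocount. Inhbb was higher still in E10 UGR at 17.1 ± 0.643 RPM. Ibsp, Gdf3, Nell1, Cxcl10, Chrdl2, Nog and Igfbp3 increased by 2.60, 2.10, 1.74, 1.36, 1.28, 1.24 and 1.18 on the log2 scale, with adjusted p of at most 0.00331. Ccl4 was at or below 3 reads in every E9 AoV library and at least 8.85-fold higher in E10 AoV (adjusted p = 1.99e-06). Wnt2b (0.95, adjusted p = 0.000969) and Bmp4 (0.43, adjusted p = 0.026) stayed below the fold threshold, although Wnt2b was called in the fits without E9 AoV replicate 2 (1.06) or without E10 AoV replicate 1 (1.08). Against E10 AoD, Inhbb (3.99), Wnt2b (3.74, SE 0.194, adjusted p = 1.89e-09), Ibsp (3.42) and Nell1 (3.41) had the largest fitted values. Gdf3 held about 3 reads or fewer in the E10 AoD libraries, so the size of its difference and its place among them depend on the pseudocount. Inhbb was low there too and uneven, at 0.794, 0.778 and 0.213 RPM. The size of its difference and its place above Wnt2b therefore depend on the pseudocount as well. Bmp4 was at 91.0 ± 4.89 RPM in E10 AoV and 28.4 ± 2.80 RPM in E10 AoD (log2 fold change 1.68, SE 0.144, adjusted p = 3.05e-07). Nog, at 10.4 ± 1.14 against 5.11 ± 0.315 RPM, sat on the fold threshold, with a log2 fold change of 1.02 that fell to 0.97 without E10 AoD replicate 2 and to 0.93 without E10 AoV replicate 3. Igfbp3 (0.89, adjusted p = 5.82e-06) was below it. Ccl4 showed no difference between E10 AoV and E10 AoD (0.08, adjusted p = 0.846), with a sign that changed in 3 of the fits that left out 1 library and under quantile normalization. Several of these genes were low, with Gdf3 at 0.772 ± 0.221 RPM, Ccl4 at 0.631 ± 0.146 RPM, Chrdl2 at 1.16 ± 0.187 RPM and Cxcl10 at 1.63 ± 0.32 RPM in E10 AoV, and their fitted changes depend on the pseudocount. Gdf3 was highest in the group with the highest germ cell markers, whereas within groups its correlation with their score was 0.144. Only Nog (2.03), Nell1 (1.70), Bmper (1.38) and Gdf3 (1.31) were called higher in E10 AoV than in E10 UGR, while Inhbb (-0.79), Cxcl10 (-0.26), Igfbp3 (-0.15) and Ibsp (-0.02) had negative values that were not called.

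**Figure D2:**
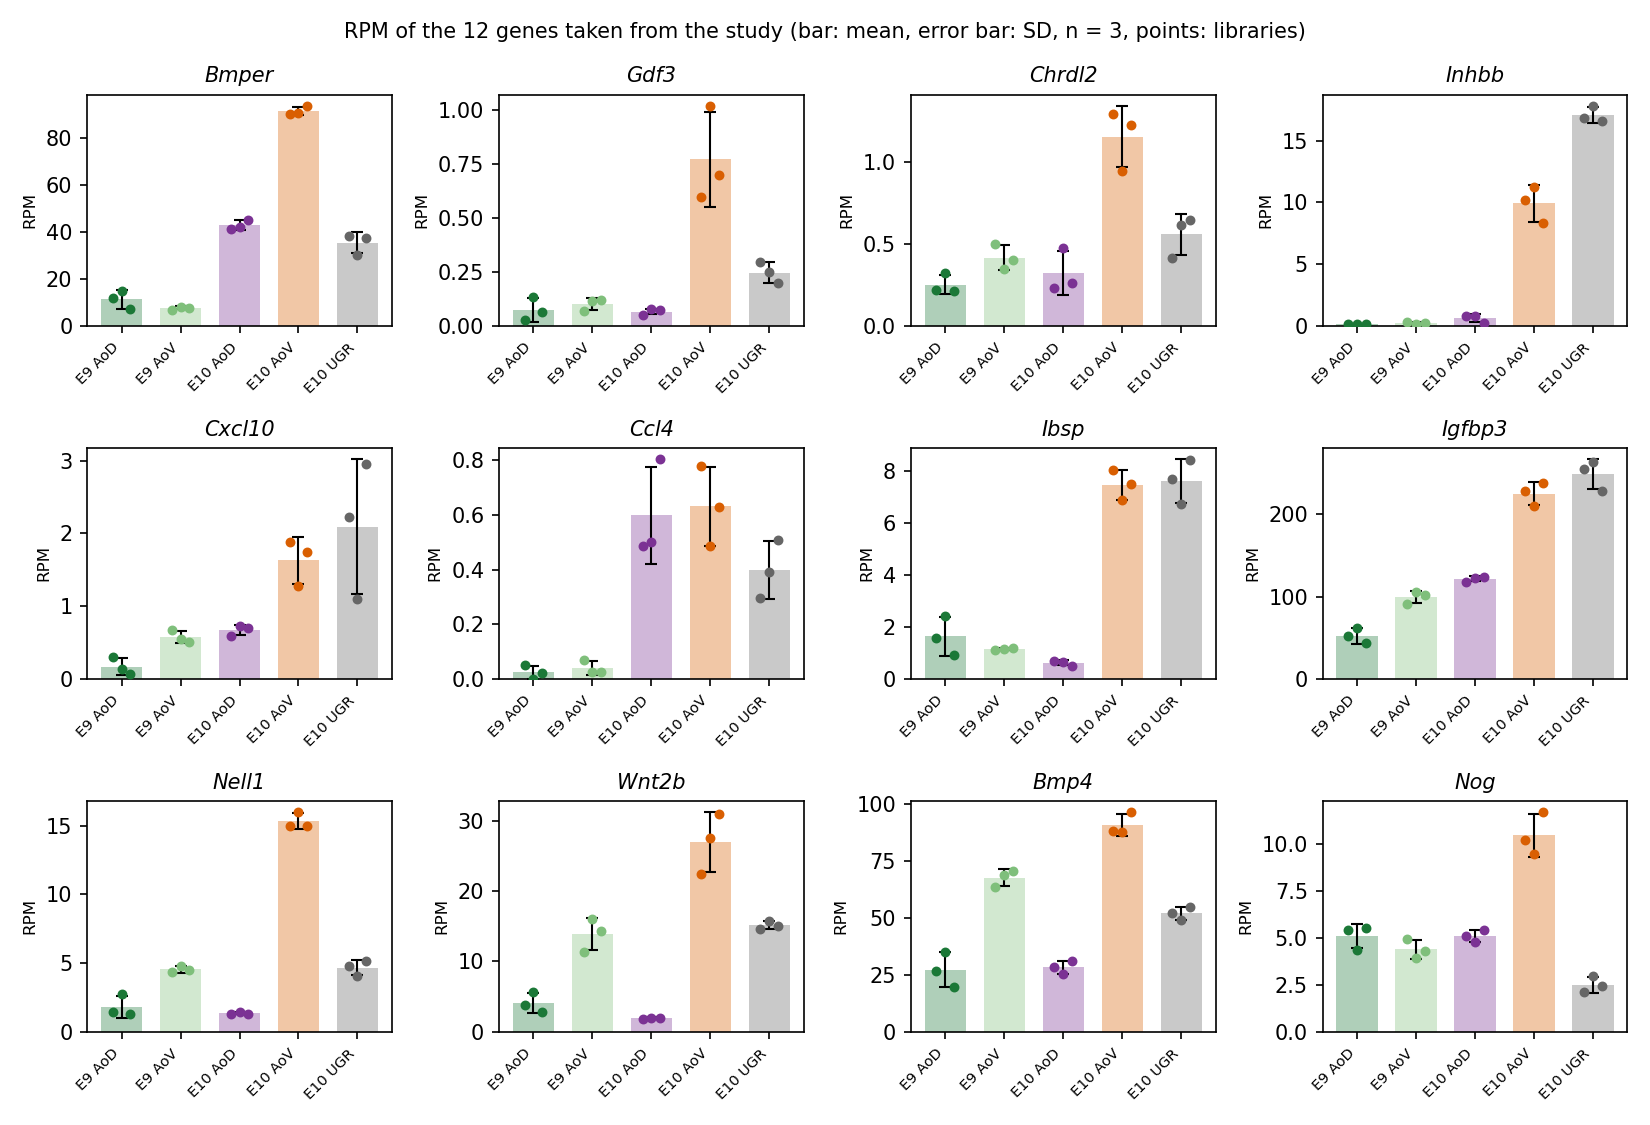
Expression in RPM of the 12 study genes in each group; bars are means, error bars SD and points the 3 libraries, and each panel has its own axis from 0. Bmper has its highest mean, 91.4 RPM, in E10 AoV, whereas Inhbb and Igfbp3 have theirs, 17.1 and 249 RPM, in E10 UGR.

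The comparison of E10 AoD with E9 AoD gives the change with stage in the dorsal tissue. It called 2337 genes, 1595 higher and 742 lower at E10.5 (12.6% of those tested). Quantile normalization changed the split to 1311 and 863. Of all tested genes 60.7% had ranges without overlap against 10% by chance. Agtr2 (ENSMUSG00000068122, chromosome X, 21061670 to 21066290, plus strand, protein-coding) rose from 0.268 ± 0.0471 to 83.5 ± 15.3 RPM, a log2 fold change of 7.82 (SE 0.22, adjusted p = 1.11e-11). Dbh (7.07, adjusted p = 1.11e-11) and Zcchc5 (5.64, adjusted p = 4.02e-12) followed. In E10 AoD, Msx3, Cdx4 and Hes3 were at or below 3 reads in every library, so that they were lower than in E9 AoD by about 87.6-fold, 92.0-fold and 76.6-fold or more (adjusted p = 1.69e-07, 1.41e-09 and 1.81e-09). These bounds rest on E9 AoD means of libraries that ranged from 2.26 to 12.8, 4.41 to 10.3 and 3.65 to 9.24 RPM. In each of the 6 genes the libraries of the groups did not overlap, as the naming rule requires. Ccl4 was at the 3-read level in E9 AoD and higher in E10 AoD by about 7.42-fold or more.

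The comparison of E9 AoV with E9 AoD gives the polarity at the earlier stage. It called 2187 genes, 1544 higher and 643 lower in E9 AoV (11.8% of those tested), and 51.3% of all tested genes had ranges without overlap against 10% by chance. The share of called genes that were higher, 70.6%, moved to 59.4% under quantile normalization. Nepn (6.73, SE 0.628, adjusted p = 6.07e-07), Afp (6.37, SE 0.796, adjusted p = 1.17e-05) and Colec10 (6.29, SE 0.437, adjusted p = 3.14e-08) were higher by the largest log2 fold changes. Zic1 (-6.51, SE 0.351, adjusted p = 3.06e-09), Neurod4 (-5.87, SE 0.329, adjusted p = 3.97e-09) and Scrt2 (-5.71, SE 0.316, adjusted p = 3.55e-09) were lower by the largest. Levels in E9 AoD varied between libraries, with Zic1 at 57.3 ± 31.7 RPM and Afp at 9.53 ± 9.59 RPM. That the libraries of the groups did not overlap in these 6 genes follows from the naming rule.

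The urogenital ridges serve as the neighbouring tissue of the same stage. Against them, 1404 genes were called in E10 AoV, 712 higher and 692 lower, and 2100 in E10 AoD, 883 higher and 1217 lower. Ranges without overlap made up 48.6% and 50.9% of all tested genes, against 10% by chance. In E10 AoV the largest differences were Nr1h5 (6.85, adjusted p = 2.34e-07), Mab21l2 (5.33, adjusted p = 8.62e-09) and Dscam (5.29, adjusted p = 3e-09) upwards and Myog (-3.80, adjusted p = 3.74e-07), Cldn8 (-3.78, adjusted p = 1.1e-08) and Cdh16 (-3.73, adjusted p = 1.24e-06) downwards. In E10 AoD they were Shh (6.58, adjusted p = 9.69e-13), Foxf2 (6.51, adjusted p = 2.8e-12) and Foxf1a (5.69, adjusted p = 2.44e-10) upwards and Wnt9b (-4.97, adjusted p = 9.91e-09), Cdh16 (-4.96, adjusted p = 3.02e-08) and Cldn8 (-4.87, adjusted p = 3.2e-10) downwards. Each of these genes had all 3 libraries of one group above all 3 of the other, which the naming rule requires.

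Whether the change with stage differs between the ventral and the dorsal aorta was tested as the interaction. It called 2044 genes, 765 with a more positive and 1279 with a more negative change in AoV. Without the fold threshold 5214 genes passed, the alternative that moved this count most. Msx3 (4.86), Nr5a1 (4.83) and Wnt1 (4.66) had the largest positive values, and Foxa1 (-7.40), Foxf2 (-7.14) and Shh (-6.15) the largest negative ones. The positive values of Msx3 and Wnt1 rest on E9 AoD, at 6.73 ± 5.45 and 4.07 ± 3.33 RPM, and lost their call under voom weights, an alternative chosen after seeing the data (adjusted p = 0.107 and 0.0962, from 8.42e-06 to 0.107 and from 1.86e-06 to 0.0962 over their alternatives). Foxa1 fell from 51.5 ± 9.97 to 0.621 ± 0.15 RPM in AoV and rose from 4.62 ± 0.592 to 11.1 ± 1.83 RPM in AoD. Foxf2 fell from 51.2 ± 7.06 to 4.05 ± 0.161 RPM in AoV and rose from 7.68 ± 1.41 to 88.7 ± 12.7 RPM in AoD. Among the 34 named genes with a called interaction, 11 followed a tissue marker score within groups above that 95th percentile, among them Fgb, Itih2, Foxf1a, Afp, Gata4 and Nr5a1. This relation rests largely on the E9 AoD libraries. Without them the 95th percentile was 0.814 and 4 of the genes exceeded it. Bmper increased more in AoV than in AoD, with an interaction of 1.60 (SE 0.258, adjusted p = 0.000276).

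Clustering of the 3000 most variable genes asked which expression profiles are shared. The clusters held 1069, 762, 698, 469 and 2 genes. Mean z-scores of the cluster of 1069 genes were close in E10 UGR (0.796, SD 0.0112) and E10 AoV (0.711, SD 0.0925). The cluster of 762 genes was highest in E10 AoD (1.39, SD 0.232), that of 698 in E9 AoV (1.65, SD 0.195) and that of 469 in E9 AoD (1.44, SD 0.488). The pair of genes in the last cluster was highest in E10 AoV (0.792, SD 0.335). Mean consensus was 0.613 in the largest cluster and between 0.809 and 0.974 in the others. A cluster of more than these 2 genes with its highest mean in E10 AoV depended on the settings, with 516 genes when 6 clusters were asked for, 629 under complete linkage, 1176 on the log2 scale and 0 with 4 clusters. Leaving out replicate number 1, 2 or 3 throughout gave 546, 603 and 1155 such genes. The cluster of 1069 held 14 of the 16 urogenital ridge markers and 9 of the 12 study genes, the cluster of 762 held 20 immediate early genes, the cluster of 698 held 14 gut endoderm and liver genes, and the cluster of 469 held 13 neural tube genes.

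Signalling was compared over 11 gene lists, because the study asked which pathways are active in E10 AoV relative to both references. Against E9 AoV, 8 lists were higher and 3 lower at an FDR under 0.05, and against E10 AoD 5 were higher and 2 lower. The test by rotations asks whether the genes of a list changed, not whether they changed more than other genes. Without the fold threshold 8537 of the 18553 tested genes passed against E9 AoV. Passing by rotations alone therefore does not set a list apart from other genes there. The smallest FDR, 0.000138 and 0.000367, are limited by the number of rotations. Camera ranks a list against all other genes, and was the alternative that moved these counts most. It left 0 lists lower against E9 AoV and 2 higher against E10 AoD. All lists higher against E9 AoV by rotations also passed by camera, at an FDR of 0.0354 or lower. Fry kept every list called by rotations in both comparisons. The lists share genes with the 12 study genes, 3 in BMP antagonists, 2 in TGF-beta and activin ligands, 2 in NF-kB target genes and 1 in BMP ligands. In an alternative chosen after seeing the data these genes were left out of the lists, and 3 lists were then higher against E10 AoD in place of 5, while the counts against E9 AoV did not change. BMP antagonists and modulators were higher against E9 AoV (median log2 fold change 0.60, 14 of 17 genes positive, FDR = 0.000138) and against E10 AoD (median 0.39, 14 of 17 positive, FDR = 0.000367). BMP-SMAD target genes were higher in both as well (median 0.72, 9 of 12 positive, FDR = 0.000244, and median 0.93, 11 of 12 positive, FDR = 0.000367), and so were TGF-beta and activin ligands (0.54, 10 of 13 positive, FDR = 0.000138, and 0.21, 7 of 13 positive, FDR = 0.00044, from 0.000275 to 0.991 over the alternatives). Without the study genes TGF-beta and activin ligands no longer differed from E10 AoD (FDR = 0.991). BMP ligands went in opposite directions, lower against E9 AoV (median -0.31, 4 of 11 positive, FDR = 0.000138) and higher against E10 AoD (median 0.14, or 0 with the gene at the 3-read level set to its bound, 6 of 11 positive, FDR = 0.00044, from 0.000367 to 0.913 over the alternatives). The difference from E10 AoD rests on Bmp4, without which the FDR was 0.887.

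NF-kB target genes rose with stage in the ventral aorta (median 0.58, 13 of 17 positive, FDR = 0.000138) and did not differ from E10 AoD (median 0.10, FDR = 0.178). The same held for JAK-STAT genes (0.61, 15 of 18 positive, FDR = 0.000138, against -0.01, FDR = 0.545) and immediate early genes (1.85, 29 of 30 positive, FDR = 0.000138, against 0.06, FDR = 0.687). Interferon response genes were higher against E9 AoV (0.17, 12 of 16 positive, FDR = 0.000138) and against E10 AoD (0.12, 12 of 16 positive, FDR = 0.0126), the latter rising to 0.0836 without E10 AoD replicate 2 and running from 0.00282 to 0.37 over the alternatives. Hedgehog target genes were lower in both (-0.19, 5 of 11 positive, FDR = 0.00275, and -0.49, FDR = 0.000367). Notch target genes were higher against E9 AoV (0.54, 10 of 12 positive, FDR = 0.000138) and lower against E10 AoD (-0.22, 2 of 12 positive, FDR = 0.000917). Heat shock genes passed as lower against E9 AoV (FDR = 0.0455, from 0.00033 to 0.395 over the alternatives) with 6 of 11 genes positive and a median of 0.04 that became -0.02 under quantile normalization, and did not pass in 3 of the fits that left out 1 library, without E9 AoV replicate 1 (0.179), without E9 AoV replicate 3 (0.159) or without E10 AoV replicate 2 (0.118). They did not differ from E10 AoD (median -0.03, 0.01 under quantile normalization, FDR = 0.545). In the dorsal aorta 7 lists rose with stage, among them NF-kB target genes (median 1.25) and immediate early genes (median 1.94), and heat shock genes passed as lower (FDR = 0.0033), although 3 of them were called higher and 0 lower, with a median of -0.0073. By camera BMP antagonists (FDR = 0.161), BMP-SMAD target genes (FDR = 0.169) and heat shock genes (FDR = 0.409) did not pass there. Fry in turn passed BMP ligands (FDR = 0.00282, against 0.463 by rotations) and Notch target genes (FDR = 0.0399, against 0.104) in the dorsal aorta. In the interaction BMP antagonists (median 0.23, FDR = 0.000275) and Notch target genes (0.45, FDR = 0.000275) changed more positively in AoV, and BMP ligands (-0.22, FDR = 0.000275), JAK-STAT genes (-0.33, FDR = 0.000275), NF-kB target genes (-0.22, FDR = 0.0174) and TGF-beta ligands (-0.55, FDR = 0.0271) more negatively. These interactions depend on the test. By camera only Notch target genes passed (FDR = 0.0187), with 0.194 for BMP antagonists, 0.23 for BMP ligands, 0.0606 for JAK-STAT genes, 0.157 for NF-kB target genes and 0.352 for TGF-beta ligands. By fry TGF-beta ligands did not pass (FDR = 0.0633), whereas Hedgehog target genes did (FDR = 0.00302, against 0.108 by rotations).

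Marker lists describe the tissue content of the dissections, without a test. Germ cell markers had median log2 fold changes of 2.17 in E10 AoV against E9 AoV, 3.21 against E10 AoD and 1.59 against E10 UGR. Urogenital ridge markers had 1.18, 2.01 and -0.56 in the same comparisons. Somite markers (-2.98) and neural tube markers (-2.50) were lower in E10 AoV than in E10 AoD, and the same lists gave -2.78 and -3.58 between E9 AoV and E9 AoD. Gut endoderm and liver markers fell by 5.11 from E9 AoV to E10 AoV, with 16 of 17 genes called, and were 4.35 higher in E9 AoV than in E9 AoD. Macrophage markers rose with stage, by 2.31 in AoV and 3.36 in AoD, with 16 of 18 genes called in each, from summed levels of 22.1 to 94.2 RPM and of 13.3 to 118 RPM. Endothelial and hematopoietic markers changed by 0.09 and 0.47 in AoV and by 0.81 and 1.11 in AoD. From E9 AoV to E10 AoV the medians of smooth muscle, neural crest, erythroid and notochord markers were 1.25, 0.48, 0.19 and -2.32. Protocadherin beta genes had medians of 1.49 and 1.60 with stage in AoV and AoD. Reads may be divided among these similar copies, which was not measured, so their values are uncertain. Posterior Hox genes had medians of -0.75 in AoV and -2.06 in AoD, anterior Hox genes of -0.12 and -0.60, and genes of the let-7 pathway of -0.29 and -0.03, the last becoming 0.03 under quantile normalization.

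**Figure D3:**
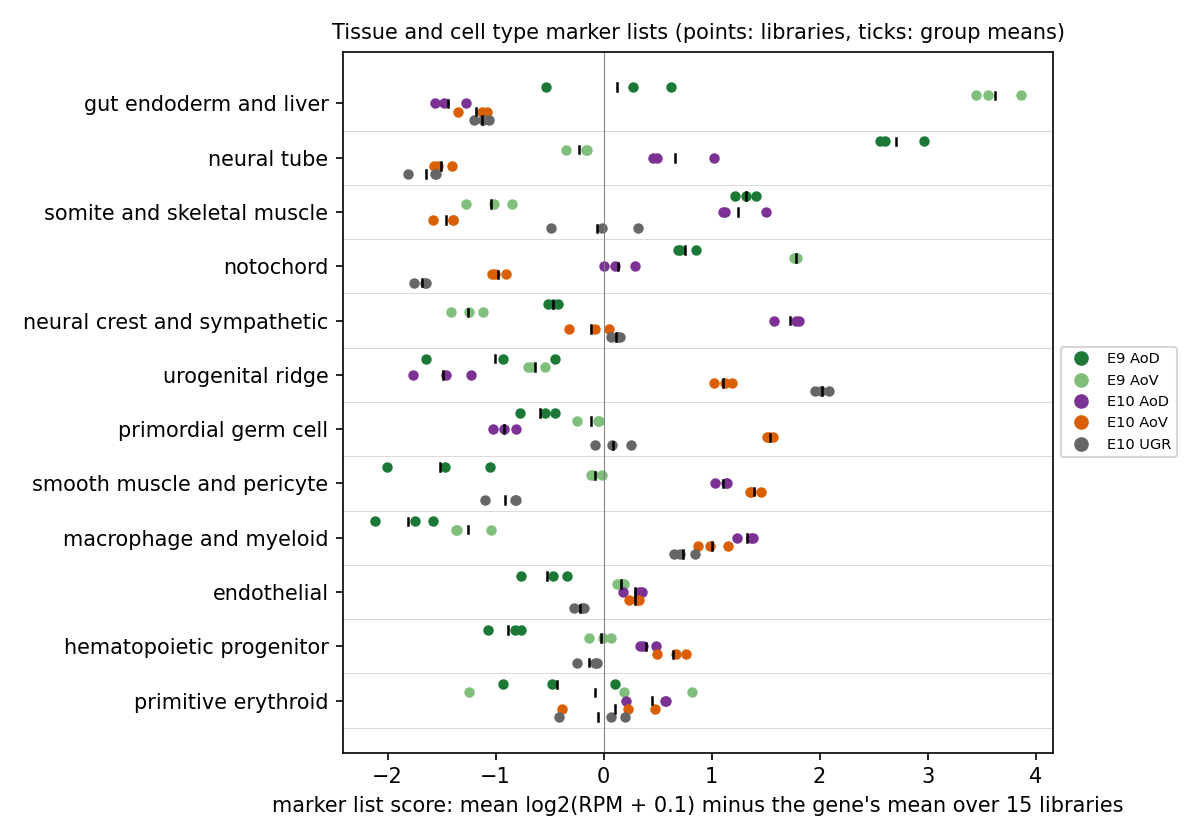
Score of 12 marker lists in each of the 15 libraries, as the mean log2 expression of the list's genes centred over the libraries, with ticks at the group means. Germ cell markers are highest in E10 AoV, gut endoderm and liver markers in E9 AoV, and neural tube and somite markers lie higher in AoD than in AoV at both stages.

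The calls were compared with those in the authors' deposited table, which come from a count model with the same thresholds. Between 97.2% and 99.1% of the genes called here in a comparison were also called in the authors' deposited table, and 0 had the opposite direction there. The authors' deposited table calls more genes, 1534 higher and 1232 lower in E10 AoV against E9 AoV, of which 1266 and 1003 are among the genes tested here. For Bmper the authors' deposited table gives log2 fold changes of 3.59 against E9 AoV and 1.08 against E10 AoD. Across genes, the log2 fold changes here and those of the authors' deposited table had a Pearson correlation between 0.967 and 0.973.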

Values the study reported

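The paper reports 38% and 17.6% of the variance on the leading pair of principal components. It reports 833 genes that increased and 528 that decreased from the earlier to the later ventral tissue, and gene clusters of between 379 and 777 genes. Tissue was pooled from between 15 and 34 embryos.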

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

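The tests in this part were set before their results were seen, with some exceptions. Voom weights, the block nested within stage, the GC and length corrections with and without that block, scaling without erythroid genes and the 2 checks of the tissue scores named below were added after seeing the data. A result is given here when the change from E9.5 to E10.5 differed between the ventral and the dorsal aorta by the interaction test. Among the 43 named genes this was so for 34. Most of them were named because their change was among the largest of a comparison, so a high share is built into the selection. Single outlying samples were not tested, since a group alone has only 3 libraries and the pooled spread was not used for this. No column of per-sample values was left unused.

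All differences below are on the log2 scale, AoV minus AoD, over 12 libraries in 4 groups of 3, with adjusted p from 2.06e-10 for Shh to 0.0388 for Cdh16. Among genes with a more positive change in AoV, Nr5a1 (4.83), Inhbb (3.60), Clca1 (2.67), Bmper (1.60) and Cdh16 (1.45) rose in both tissues and by more in AoV. Bmper changed by 3.58 in AoV and 1.98 in AoD. Genes that rose in AoV and changed by 0.23 or less in AoD, or had a negative value there, were Ibsp (3.79), Pou5f1 (3.73), Gdf3 (2.12), Dscam (2.12), Nell1 (2.05), Wnt2b (1.97), Gata4 (1.95), Nog (1.23) and Chrdl2 (1.05). Msx3 (4.86), Wnt1 (4.66), Hes3 (4.10), Wnt9b (2.20), Scrt2 (1.85) and Neurod4 (1.55) fell in AoD by more than 1 and fell by less or showed no clear change in AoV. Of the study genes, Cxcl10, Ccl4, Igfbp3 and Bmp4 had no called difference.

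Among genes with a more negative change in AoV, Foxa1 (-7.40), Foxf2 (-7.14), Shh (-6.15) and Foxf1a (-4.83) fell in AoV and rose in AoD. Colec10 (-5.49) and Cldn8 (-1.26) fell in AoV without a clear change in AoD (0.45, adjusted p = 0.393, and 0.31, adjusted p = 0.24). Shh changed by -4.54 in AoV and 1.60 in AoD. Itih2 (-5.88), Fgb (-5.005), Afp (-4.94) and Nepn (-3.86) fell in both and by more in AoV. Zcchc5 (-4.66), Agtr2 (-2.29) and Dbh (-1.98) rose in both and by less in AoV, and Pax1 (-2.02) rose in AoD without a clear change in AoV (0.11, adjusted p = 0.745).

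Regrouping the 12 aorta libraries at random cannot decide whether chance assignment gave so many differences. Regroupings that mix groups widen the spread within groups, so few calls are likely there in any case. Among 100 regroupings, the real one included, 2 gave at least as many called genes as the 2044 observed. The other one gave 2156 and kept the 3 libraries of E9 AoD together as a group. Depth does not separate the groups, since every group spans values between 33.7 and 48.6 M reads that overlap those of the others, and the 10 most abundant genes took at most 5.58% of a library. Differences in GC content between libraries are argued against as the whole cause, because 34 of the 34 genes kept their call when the GC trend of each library was removed. Shared sequence is argued against for all but Clca1, the 1 gene of the 34 with over 5% of its 50-base windows in another gene (24%), so that its level carries divided reads. All 34 also kept their call under median-of-ratios scaling and under quantile normalization. The labels name no sequencing or library batch.

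What stays open is the tissue content of the dissections. If surrounding endoderm, notochord, somite or neural tube entered some dissections in larger amounts, the genes of those tissues could change with stage in one part of the aorta alone, and would then vary between replicates together with the markers. Within groups, 11 of the 34 genes correlated with a tissue marker score above the 95th percentile of all tested genes (0.789), where 1.7 would be by chance (exact binomial p = 4.77e-07, with genes that are not independent of each other). Each gene was left out of the score it was compared with. The 11 are Fgb (0.938), Itih2 (0.937), Bmper (0.892), Foxf1a (0.876), Afp (0.872), Gata4 (0.872), Cdh16 (0.852), Wnt2b (0.832), Nr5a1 (0.827), Ibsp (0.823) and Chrdl2 (0.822). The median of all 34 was 0.676. Of the 29 genes on none of the 4 tissue lists, 10 were above the percentile, where 1.45 would be by chance (exact binomial p = 8.11e-07). The relation rests largely on the E9 AoD libraries. Their gut endoderm and liver score varied more between replicates (SD 0.597) than that of any other group. The neural tube, notochord and somite scores had their largest SD in other groups. Urogenital ridge and germ cell scores were not compared with the genes, so these tissues stay open as well. The urogenital ridge score had an SD of 0.6 in E9 AoD. That list had a median interaction of 2.13, with 12 of 16 genes called positive and 0 negative. Its summed level was 913 RPM in E10 AoV and 1048 RPM in E10 UGR. The germ cell list had a median interaction of 2.67, with 13 of 17 called positive and 0 negative. Without the E9 AoD libraries the 95th percentile of all tested genes was 0.814. Of the 34 genes, 4 exceeded it (exact binomial p = 0.0881), and Bmper fell to 0.258. A varying amount of neighbouring tissue in the E9 AoD dissections may therefore contribute to these differences. It does not exclude a change of expression within the aortic tissue itself, which the design names as stage and position and which was not tested apart from it, because stage, position and dissection come together in every library.

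Some of these differences are less certain than their adjusted p. Msx3, Wnt1, Hes3, Gdf3, Fgb, Scrt2, Nepn and Clca1 were near or below 3 reads in at least 1 group, so the size of their fitted difference depends on the pseudocount. With voom weights on estimated reads Msx3 (6.47, adjusted p = 0.107) and Wnt1 (6.61, adjusted p = 0.0962) were not called, although their ranges of adjusted p over all alternatives start at 8.42e-06 and 1.86e-06. Both rest on E9 AoD, whose libraries differed widely, at 6.73 ± 5.45 and 4.07 ± 3.33 RPM. The calls of Afp (adjusted p = 0.171), Fgb (adjusted p = 0.153), Nepn (adjusted p = 0.145), Agtr2 (adjusted p = 0.0703), Clca1 (adjusted p = 0.0524), Neurod4 (adjusted p = 0.36), Cdh16 (adjusted p = 0.0783) and Chrdl2 (1.14, adjusted p = 0.0591) were lost under these weights as well. Chrdl2 lost its call in 7 of the fits that left out 1 library, without E9 AoD replicate 2, E9 AoV replicates 2 or 3, E10 AoD replicates 1 or 3, or E10 AoV replicates 1 or 3, with values from 0.90 to 1.04 and adjusted p from 0.053 to 0.0721, and it was below the fold threshold with a pseudocount of 0.5 RPM (0.73) or 1 RPM (0.53). Over all its alternatives the adjusted p ran from 0.00526 to 1. Neurod4 and Cdh16 lost their call in 6 and 10 of those fits and with no filter, and Cdh16 also with the 4 groups alone. With a pseudocount of 1 RPM Gdf3 (0.69), Cldn8 (-0.996) and Cdh16 (0.978) fell below the fold threshold. Against a threshold of 1 rather than 0, Bmper did not pass (adjusted p = 0.331, from 1.04e-06 to 0.331 over its alternatives), and neither did Gdf3, Chrdl2, Nog, Afp, Gata4, Pax1, Dbh, Nepn, Neurod4, Scrt2, Dscam, Cldn8, Cdh16 or Wnt9b. The calls of Nr5a1, Inhbb, Ibsp, Pou5f1, Nell1, Wnt2b, Hes3, Foxa1, Foxf2, Shh, Foxf1a, Colec10, Itih2 and Zcchc5 held in every alternative.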

How the results depend on the processing

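Calls were recomputed under alternatives that each changed 1 choice, or 2 where a block was combined with a GC or length correction. Voom weights, the block nested within stage, removal of the GC or length trend with and without that block, scaling without erythroid genes, lists without the study genes, and treat for the count of study genes were chosen after seeing the data. Every alternative that had been set was run.

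The thresholds and the pseudocount moved the counts most. In E10 AoV against E9 AoV, 1104 genes were called with a pseudocount of 1 RPM, 8537 with no fold threshold and 970 with treat against a log2 fold change of 1. The same 3 settings gave 1020, 6587 and 914 in E10 AoV against E10 AoD, 1281, 10730 and 1025 in E10 AoD against E9 AoD, 1196, 8846 and 1033 in E9 AoV against E9 AoD, 735, 5405 and 535 in E10 AoV against E10 UGR, and 1143, 7282 and 1047 in E10 AoD against E10 UGR. They gave 1174, 5214 and 636 in the interaction, and 218, 1783 and 167 genes higher in E10 AoV than in both references. By their construction a larger pseudocount shrinks the changes of low genes and both other settings move the threshold itself. With a pseudocount of 1 RPM, the called genes were all among those of the report in E10 AoV against E9 AoV (1104), and 6 of the study genes were called against E9 AoV and 6 against E10 AoD. With treat the counts were 6 and 6 as well, because the threshold is tested itself.

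Under the other alternatives each count of called genes stayed within 1.5 times its value. With a pseudocount of 0.5 RPM 1434 genes were called in E10 AoV against E9 AoV, with no filter 2269 and with the stricter filter 1640. Quantile normalization shared 2019 of the 2046 genes of that comparison, 1728 of 1874 in E10 AoV against E10 AoD and 1840 of 2187 in E9 AoV against E9 AoD. Voom weights gave 2249 genes in E10 AoV against E9 AoV, of which 2029 were shared. With the replicate block the 6 comparisons gave 2045, 1876, 2339, 2188, 1408 and 2102 genes, with the block nested within stage 2048, 1877, 2346, 2188, 1409 and 2107, and with the GC trend removed in addition 2034, 1848, 2298, 2113, 1415 and 2084, in the order of E10 AoV against E9 AoV, E10 AoV against E10 AoD, E10 AoD against E9 AoD, E9 AoV against E9 AoD, E10 AoV against E10 UGR and E10 AoD against E10 UGR. Across the fits that each left out 1 library the counts in this order ran from 2018 to 2089, 1820 to 1894, 2207 to 2466, 2011 to 2338, 1357 to 1419 and 2053 to 2134. They ran from 1900 to 2082 in the interaction and from 410 to 441 for genes higher in both.

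Single genes were followed under the same alternatives. Of the values of 94 results, 2359 kept direction and side of the threshold, 84 lost a call, 5 gained one and 4 changed direction. All 4 belong to Ccl4 in E10 AoV against E10 AoD, a difference near 0, which was -0.025 under quantile normalization and ran from -0.065 without E10 AoV replicate 1 to 0.28 without E10 AoD replicate 3, with -0.033 without E10 AoD replicate 1 and -0.015 without E10 AoD replicate 2. The cause was not tested. Nog in E10 AoV against E10 AoD lost its call in 11 settings, with log2 fold changes from 0.90 to 0.99 where they changed at all, because its value of 1.02 lies on the threshold. Gdf3, Chrdl2 and Cxcl10 lost calls against E9 AoV at a pseudocount of 1 RPM (0.68, 0.60 and 0.74), and so did Ccl4, as the level of these genes is of that order.

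Over the 11 lists and both comparisons, 288 values kept direction and side of the threshold, 16 lost it, 0 gained it and 4 changed direction. Camera left 0 lists lower in E10 AoV against E9 AoV and 2 higher in E10 AoV against E10 AoD, and quantile normalization left 3 higher in the latter, where BMP ligands (FDR = 0.09) and interferon response genes (FDR = 0.09) no longer passed. Camera ranks a list against all other genes, and the causes were not tested further. JAK-STAT genes in E10 AoV against E10 AoD, which pass in none of the settings, changed direction under quantile normalization (FDR = 0.184), fry (FDR = 0.194) and camera (FDR = 0.944). Heat shock genes in the same comparison changed direction without E10 AoV replicate 2 (FDR = 0.957), in a range from 0.0836 to 0.957 over the fits without 1 library. The cause was not tested. Without the study genes 3 lists were higher against E10 AoD, as BMP ligands (FDR = 0.887) and TGF-beta and activin ligands (FDR = 0.991) no longer passed, so that those 2 results rest on the genes left out. With the block nested within stage, interferon response genes had an FDR of 0.0991 against E10 AoD.

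The first component held 27.7% of the variance with no filter and 41.4% in the 12 aorta samples, and the second 14.5% and 20.9%. With no filter more low genes enter, and without the UGR libraries fewer samples do. Across the fits that each left out 1 library the shares ran from 34% to 38.3% and from 15.8% to 19.3%. The largest gene cluster held 567 genes when 2000 genes were clustered, fewer by construction, and from 701 to 1155 across the fits that left out 1 replicate number, 701 being without replicate 2. The cause of the latter was not tested.

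Depth limits the lowest genes. A level of 3 reads is between 0.0617 and 0.0889 RPM, so that changes of Gdf3, Ccl4, Chrdl2, Cxcl10 and Inhbb, whose means lie below 1 RPM in their lower groups, have sizes that depend on the pseudocount.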

Other observations

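The test on Y-linked genes, the test on gut endoderm, the test on the order of Hox genes, the paired comparison of Y-linked genes and the correlation of immediate early with heat shock genes were chosen only after the result was seen.

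The number of genes called lower in E10 AoV than in E9 AoV was 926 here. This is higher than the number the study gives for the same comparison. The authors' deposited table calls 1232 genes lower at the same thresholds, and with a pseudocount of 1 RPM 528 were called lower here, so the count depends on the model and the pseudocount. The smallest cluster of the 3000 most variable genes held 2 genes here. This is lower than the smallest cluster size the study gives.

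Other splits of the same libraries were counted for each comparison. Of the 10 splits of its 6 libraries, 1, the real one, gave as many called genes in E10 AoV against E9 AoV, and the same held for E10 AoV against E10 AoD, E10 AoD against E9 AoD, E9 AoV against E9 AoD, E10 AoV against E10 UGR and E10 AoD against E10 UGR. The 9 other splits gave 0 called genes in each, and between 3 and 99 at an unadjusted p under 0.05 with the fold threshold. Among the gene lists the real split was again 1 of 10 in both comparisons, and the others had 0 lists at an FDR under 0.05 and at most 1 at an unadjusted p. With 10 splits the share cannot go below 0.1, so this alone cannot exclude chance. At E9.5, where equal numbers may pair the libraries, the 3 other splits that part all 3 pairs gave 0 called genes. At an unadjusted p they gave between 11 and 26, against up to 99 for splits that part only 1 pair. For the genes higher in E10 AoV than in both references, 3 of 100 regroupings of the 9 libraries, the real one included, gave at least the 420 observed, up to 793.

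Gdf3, a study gene, may be higher in E10 AoV because that dissection held a larger share of primordial germ cells. Germ cell markers were highest there, with Pou5f1 at 14.7 RPM, Dppa5a at 6.65, Dppa3 at 4.65 and Nanog at 3.79 RPM in E10 AoV, against 0.284, 0.164, 0.126 and 0.147 RPM in E10 AoD. The most abundant genes of the list are shared with other tissues and did not peak there, with Sox2 at 107 RPM in E9 AoD and 8.89 RPM in E10 AoV, and Kit at 61.5 RPM in E9 AoV and 59.2 RPM in E10 AoV. The list holds 18 genes, of which 1 is on another list, 0 are among the study genes and 5 reach 0.5 RPM in every group. Over the 15 libraries the correlation of Gdf3 with the germ cell score was at percentile 99.7 of all tested genes. The libraries fall into separate groups, so no pooled coefficient is given, and within groups r was 0.144, at percentile 69.6, so that the relation rests on differences between groups. Another source of Gdf3 in E10 AoV with the same distribution was not tested.

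Immediate early genes, which respond to handling of tissue within minutes, were higher at E10.5 than at E9.5. Their score differed by 1.65 in AoV and 1.86 in AoD, and by 0.14 between E10 AoV and E10 AoD. It was 0.069 in E10 UGR, against 0.929 in E10 AoV and 0.789 in E10 AoD. Of the 30 genes, 10 were called higher in E10 AoV than in E10 UGR and 0 lower. The score therefore also differs between tissues of E10.5, which a handling difference between stages alone would not give. Fos rose from 238 to 973 RPM and Egr1 from 221 to 870 RPM in AoV, and the list took 0.21% of the reads in E9 AoV and 0.693% in E10 AoV. Within a group the score had a range of at most 0.861 and an SD of 0.274. A difference in handling between the E9.5 and E10.5 dissections is a candidate explanation that cannot be told apart from stage, because every dissection holds a single stage. Heat shock genes, which handling can also raise, gave a mixed picture between stages. Their medians were near 0 and flip sign with scaling, and the list passed as lower with stage in AoD (FDR = 0.0033, 0.409 by camera) and its summed level fell there from 6123 to 4743 RPM. Yet 3 of its genes were called higher and 0 lower in AoD, 2 and 0 in AoV, and its score rose from -0.096 to 0.088 in AoD and from -0.065 to 0.13 in AoV. They therefore speak neither for nor against handling. Within groups the immediate early score followed the heat shock score (Pearson r 0.888, exact p = 0.00129, Spearman rho 0.911, exact p = 0.000643, and r 0.763 without the 2 libraries farthest from the median). In all 5 groups the immediate early score was highest in replicate 1 and lowest in replicate 2, and the heat shock score was highest in replicate 1. The libraries are therefore not independent, and these exact p-values, which exchange them within groups, may overstate the evidence. Some response to handling may vary with the replicate number. Of the 30 immediate early genes 28 reach 0.5 RPM in every group, so that the tissue itself expresses them.

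The AoD dissection may hold somite and neural tube tissue, as its position beside them would bring. The medians of these lists between AoV and AoD were -2.5 or lower at both stages, for lists of 17 and 18 genes, of which 9 and 5 reach 0.5 RPM in every group and 0 and 3 are on another list. Among the most abundant, Pax1 was at 299 RPM in E10 AoD and 4.76 RPM in E10 AoV, Meox1 at 213 and 23.4 RPM, and Tubb3 at 124 and 20.3 RPM, whereas Isl1 went the other way, at 26.6 and 68.1 RPM. Part of the difference between AoD and AoV would then reflect neighbouring tissue and not the aorta.

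Gut endoderm and liver genes fell with stage in AoV, with Afp at 415 RPM in E9 AoV and 0.755 RPM in E10 AoV, Cldn6 at 91.9 and 7.36 RPM and Apob at 90.1 and 0.948 RPM. The list holds 17 genes, of which 4 reach 0.5 RPM in every group and 4 are on another list. If endoderm had entered the E9 AoV dissection alone, genes lower in E10 AoV would also be higher in E9 AoV than in E9 AoD. Of the 926 genes called lower, 80.5% had a positive log2 fold change there and 562 (60.7%) were called higher. In 20 simulations of unchanged groups that share E9 AoV the same share was 81%. These simulations hold noise alone, unlike the called genes, so they are no reference for the 80.5%. Among all 18553 tested genes, 1544 were called higher in E9 AoV than in E9 AoD. Expression in the E9 AoV tissue itself would raise both shares as endoderm would, so neither decides the cause. Of the 926 genes, 331 were also called lower with stage in AoD and 181 were not higher in E9 AoV than in E9 AoD, which endoderm in E9 AoV alone would not give. Endoderm in that dissection could be the source of a part of the decrease and cannot be told apart from loss of expression in the tissue.

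Sex of the pooled embryos is argued against as a source of the differences between groups. Of the genes Xist and 4 Y-linked genes, 0 of 5 were called in any comparison, with a log2 fold change of at most 0.443 in size. In the fit without the replicate number 0 had an unadjusted p under 0.05, but with the block nested within stage 13 of the 30 values did, again with 0 called. In same-numbered pairs the Y-linked sum was higher in AoV than in AoD in 6 of 6, by 0.12 on the log2 scale (exact p = 0.0312, the smallest that 6 pairs can give). Xist was higher in AoV in 5 of 6 (0.27, exact p = 0.125), where a different share of males would move it the other way. Within a stage the Y-linked genes mostly followed the replicate number. Their sum was 72.2, 117 and 108 RPM in replicates 1 to 3 of E9 AoD and 79.6, 126 and 110 RPM in those of E9 AoV, and 132, 105 and 93.8 RPM in E10 AoD and 151, 117 and 98.9 RPM in E10 AoV. In E10 UGR it was 150, 96.8 and 99.4 RPM, with replicate 2 below replicate 3, unlike in the aorta of that stage. Over 216 exchanges of the numbers within groups the exact p was 0.00926, where 0.00463 is the smallest possible. The paper describes pooling in separate experiments, without saying how the numbers relate to them. Libraries with the same number and stage may therefore come from the same pool of embryos, and that the numbers follow the pools is a hypothesis found in these data. Xist went the other way over the 6 means by stage and number (Pearson r -0.955, exact p = 0.0556, smallest possible 0.0278, and Spearman rho -0.886, exact p = 0.0833). Without the 2 means farthest from the median r was -0.902. A different share of male and female embryos in each pool would give this, and with 6 means it stays open.

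Erythroid transcripts took between 0.334% and 1.58% of the reads of a library. A share this small argues against their displacing other genes. When libraries were scaled without them, 54.8% of the called genes were higher in E10 AoV than in E9 AoV and 68.5% in E10 AoD than in E9 AoD, against 54.7% and 68.2% with them.

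More genes were called higher than lower against E9 AoD, 68.2% in E10 AoD and 70.6% in E9 AoV. Without the fold threshold 5560 genes were higher and 5170 lower in E10 AoD (51.8% higher), and 5108 and 3738 in E9 AoV. The imbalance therefore depends on the fold threshold, most of all in E10 AoD. With the GC trend of each library removed the shares were 66% and 67.7%, and with the gene length trend removed 66.3% and 67.4%, so neither trend could be the whole cause. Both properties were known for 97.4% of the tested genes. Under quantile normalization the shares were 60.3% and 59.4%, so that part of the imbalance depends on the scaling, and in E9 AoV the median log2 fold change over all genes went from 0.02 to -0.07.

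Posterior Hox genes were lower at E10.5. A more rostral stretch of trunk in the E10.5 dissections would lower genes more, the higher their paralog number, which gives their order along the body axis. Over 37 Hox genes, which are not independent, Spearman rho of the log2 fold change with the paralog number was -0.252 in AoV (permutation p = 0.131, Pearson r -0.422) and -0.344 in AoD (permutation p = 0.0376, Pearson r -0.383). The order was uneven, with median changes of -1.99 for paralog 1, 0.91 for paralog 6 and -5.63 for paralog 13 in AoV. The position of the dissections along the trunk therefore may have differed, and cannot be told apart from a change of Hox expression with stage.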
